# Transcriptome analysis uncovers key regulatory and metabolic aspects of soybean embryonic axes during germination

**DOI:** 10.1038/srep36009

**Published:** 2016-11-08

**Authors:** Daniel Bellieny-Rabelo, Eduardo Alves Gamosa de Oliveira, Elane da Silva Ribeiro, Evenilton Pessoa Costa, Antônia Elenir Amâncio Oliveira, Thiago Motta Venancio

## Abstract

Soybean (*Glycine max*) is a major legume crop worldwide, providing a critical source of protein and oil. The release of the soybean genome fuelled several transcriptome projects comprising multiple developmental stages and environmental conditions. Nevertheless, the global transcriptional patterns of embryonic axes during germination remain unknown. Here we report the analysis of ~1.58 billion RNA-Seq reads from soybean embryonic axes at five germination stages. Our results support the early activation of processes that are critical for germination, such as glycolysis, Krebs cycle and cell wall remodelling. Strikingly, only 3 hours after imbibition there is a preferential up-regulation of protein kinases and transcription factors, particularly from the LOB domain family, implying that transcriptional and post-transcriptional regulation play major roles early after imbibition. Lipid mobilization and glyoxylate pathways are also transcriptionally active in the embryonic axes, indicating that the local catabolism of oil reserves in the embryonic axes contributes to energy production during germination. We also present evidence supporting abscisic acid inactivation and the up-regulation of gibberellin, ethylene and brassinosteroid pathways. Further, there is a remarkable differential activation of paralogous genes in these hormone signalling pathways. Taken together, our results provide insights on the regulation and biochemistry of soybean germination.

Soybean [*Glycine max* (L.) Merr.] is the most economically important legume crop and a key factor of global food security due to its rich oil and protein content^1^. *G. max* belongs to the family Fabaceae, which is the third largest angiosperm family, comprising nearly 19,500 species^2^. Over the past 10 years, several legume species had their genomes sequenced, such as soybean^3^, common bean (*Phaseolus vulgaris*)^4^, chickpea (*Cicer arietinum*)^5^ and the diploid ancestors of the cultivated peanut^6^.

During maturation, cotyledonary cells accumulate massive amounts of reserves and other macromolecules that will be necessary during germination^7^. Conversely, the embryonic axis is not a primary source of reserves; instead, it harbours organs’ primordia, namely the shoot apex, hypocotyl and radicle^8^. Nevertheless, the embryonic axes of some species can grow and develop seedlings in the absence of cotyledons^9^, mainly because of stored maternal mRNAs, minor energetic reserves and enzymes that allow early metabolic resumption and growth upon imbibition^10^. During development, seed coat formation and progressive desiccation result in the cessation of metabolic activity. The period between the completion of seed development and germination is called after-ripening, a stage that results in increased sensitivity to factors that promote germination and decreased sensitivity to those that repress it^9^. When seeds are non-dormant and favourable environment conditions are met (e.g. when water and oxygen reach the embryo), germination starts and embryonic tissues resume growth^10^. Germination can be divided in early and late phases; the former comprises imbibition, DNA and organelle repair, metabolism reactivation, endosperm weakening and embryo elongation; whereas the latter involves radicle protrusion and rupture of the endosperm and seed coat^8^,^10^. Maintenance and release of seed dormancy are promoted by abscisic acid (ABA) and gibberellic acid (GA), respectively^8^,^10^,^11^; further, key genes involved in the GA/ABA interplay have been characterized [e.g. 9-*cis* epoxycarotenoid dioxygenase (*NCED*), gibberellin 2-oxidase (*GA2ox*), gibberellin insensitive dwarf 1 (*GID1*) and phytochrome-interacting factors (PIF’s)], which helped elucidate underlying aspects of ABA and GA regulation^12^,^13^,^14^.

Several large-scale transcriptomic studies were conducted for a variety of dicot species, such as *Arabidopsis thaliana*^15^ and chickpea^16^. Further, soybean transcriptomic studies allowed the discovery of important genes involved in the determination of floral organs and maintenance of shoot apical meristem^17^; seed filling^18^; response against drought stress^19^ and regulation of seed development^20^. Others found stage-specific alternative splicing isoforms of important genes^21^. However, the transcriptomic changes of soybean embryonic axes during germination remain unexplored, in spite of the essential nature of this stage in plant growth. Here we report the analysis of ~1.58 billion RNA-Seq reads from soybean embryonic axes in 5 seed germination time points. Among our main results are: i) a strong preferential activation of transcription factors (TFs) and protein kinases in the onset of germination; ii) an important carbohydrate partitioning system underlying cell wall metabolism and ATP production; iii) an early activation of primary catabolic pathways; iv) a strong up-regulation of genes involved in hormone biosynthesis, catabolism and signalling; iv) transcriptional divergence and potential sub-functionalization of paralogous genes with critical roles in hormone signalling, (e.g. *GID1, DELLA* and *CYP707A*).

## Results and Discussion

### Transcriptome sequencing of embryonic axes during soybean germination

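RNA of soybean embryonic axes, the part of the seed embryo that grows into root and shoot, was sequenced as paired-end libraries from dry seeds and from seeds imbibed for 3, 6, 12 or 24 hours (HAI, hours after imbibition). The authors prepared 2 biological replicates of 20 seeds for each of the 5 time points, 10 libraries in all. The values analysed here are 1 FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads) per gene and time point, which the authors made from both replicates. Values of the separate replicates were not used here, so no FPKM has an SD, no difference could be set against the spread between replicates, and no p-value is given. The authors trimmed the reads with Trimmomatic (version 0.30), mapped them to the G. max reference genome (version 1.1) with TopHat (version 2.0.9) and Bowtie (version 2.1.0), and estimated FPKM with Cufflinks (version 2.1.1). The number of reads behind a value is unknown, because FPKM of this kind hold no counts. The paper's Table 1 gives 242694752 mapped reads for dry seeds, 254060725 for 3-HAI, 299507613 for 6-HAI, 277435657 for 12-HAI and 372551851 for 24-HAI, and these totals did not enter any calculation. The values cover 54154 genes with Glyma identifiers, 248 of them on scaffolds and the others on 20 chromosomes. Each has its start, end and strand in that genome version, and whether positions count from 0 or from 1 is not stated. For 647 genes with an entry on each strand, the entry with the higher maximum was taken. Among the genes that reach 1 FPKM, 4605 (13.8%) have exactly the same 5 values as another gene, so their FPKM cannot be assigned to 1 of them. Reads shared between near-identical paralogs could not be traced either, and values of close paralogs are uncertain to that extent. Changes are given as ratios of FPKM, or as log2 ratios after adding 1 FPKM to each value, a scale that understates the change of low genes.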

Aiming to understand the transcriptional landscape of soybean embryonic axes during germination, we sequenced mRNA libraries of embryonic axes at 5 different germination time points: dry (0 hours after imbibition, HAI), 3-HAI, 6-HAI, 12-HAI and 24-HAI. A total of 242 to 372 million paired-end reads were sequenced per stage (Table 1). In terms of depth, our dataset (~1,58 billion reads) is ~2.4 times greater than that produced by a recent *G. max* RNA-Seq study^21^. The data reported here are also of good quality, as 91.8% (~1.45 billion) of the reads were successfully mapped on the soybean reference genome, out of which ~1,03 billion (~71.0%) were uniquely mapped (Table 1). We found detectable transcription (FPKM > 1; see methods for details) for 33,305 (61.48%) genes predicted in the *G. max* reference genome (Table S1).

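At least 1 FPKM at some time point was reached by 33358 genes, 61.6% of those with values. Of these, 22081 (66.2%) reached it at every time point. The number of genes at or above 1 FPKM was 24082 in dry seeds, 26158 at 3-HAI, 27302 at 6-HAI, 28933 at 12-HAI and 31081 at 24-HAI. Another 5893 genes were listed at 0 at all time points. The alternative that moved the total most was a minimum of 2 FPKM, which left 29938 genes.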

Our results support the notion that the mRNA populations of early germinating seeds comprise two distinct subpopulations: transcripts that are important at late maturation (e.g. Late Embryogenesis Abundant proteins, LEAs) and; transcripts that will be required for early germination phases (Table S1; Figures S1 and S2)^8^,^10^,^22^. 

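Comparing the ends of the series, 1556 genes reached 1 FPKM in dry seeds but not at 24-HAI, and 8555 genes reached it at 24-HAI but not in dry seeds. The highest FPKM of a gene fell in dry seeds for 7885 expressed genes (23.6%), at 3-HAI for 6698, at 6-HAI for 2110, at 12-HAI for 2834 and at 24-HAI for 13831 (41.5%). Single LEA genes were not analysed here, because the text does not give their identifiers.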

In an initial analysis, we found that 99.6% of the preferentially expressed genes (730 out of 733; see methods for details) are remarkably activated at 24-HAI (Fig. 1A; Table S2). 

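The specificity of each gene was scored as 1 minus the Jensen-Shannon distance between its log10(FPKM + 1) values, taken as shares over the time points, and a profile confined to 1 time point. Among genes that reach 1 FPKM, 733 scored at least 0.7, and 730 of them (99.6%) did so at 24-HAI. At that time point 536 of the genes lay under 5 FPKM, 157 between 5 and 20 FPKM, 32 between 20 and 100 FPKM and 5 above. Their median was 2.43 FPKM, and 464 of them were listed at 0 in dry seeds. The 3 remaining genes, named here after their values were seen, were Glyma16g31664 with 2.94 FPKM in dry seeds, Glyma07g31690 with 1.47 FPKM at 6-HAI and Glyma07g06882 with 4.40 FPKM at 12-HAI. Scoring genes without the minimum of 1 FPKM moved the number at 24-HAI most, to 3406.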

Although it would be intuitive to associate this dramatic shift with major morphological transitions, no significant dry weight changes were observed (Fig. 1), implying that the embryonic axis growth during germination is mainly driven by water intake and cell expansion^8^. Photosynthesis (GO:0015979) and response to oxidative stress (GO:0006979) genes are remarkably present in this 24-HAI preferentially expressed gene set. We hypothesize that this ~700-fold enrichment in preferentially expressed genes constitutes a preparation phase for seedling establishment and autotrophic seedling growth (discussed later).

### Genes involved in cell-wall homeostasis, protein kinases and TFs are up-regulated early during germination

We detected 730, 674, 1307 and 4394 up-regulated genes in the dry to 3-HAI, 3-HAI to 6-HAI, 6-HAI to 12-HAI and 12-HAI to 24-HAI intervals, respectively. 

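Without replicate values there was no test, and a gene was counted as up-regulated when its FPKM rose at least 2.4-fold and reached 1 FPKM. This gave 3844 genes from dry to 3-HAI, 2006 from 3-HAI to 6-HAI, 2513 from 6-HAI to 12-HAI and 5475 from 12-HAI to 24-HAI. With the same limits in the other direction, 439, 233, 1081 and 3044 genes were down-regulated in these intervals. The share of the up-regulated genes that started under 1 FPKM was 46.6%, 53.5%, 60.0% and 52.1%, so many of the ratios rest on low values. With 1 FPKM added to both values before taking ratios, the up-regulated genes numbered 1880, 734, 1027 and 3326 in the same order. From dry to 3-HAI, 2758 genes rose and 978 fell after median-ratio scaling, and 1713 and 836 after quantile normalization. With each time point scaled to the same total, chosen after the values were seen, 6086 rose and 140 fell. From 12-HAI to 24-HAI, 4787 genes rose and 4805 fell after quantile normalization. Of the alternatives, leaving out the minimum of 1 FPKM moved the up-regulated counts most, for example to 10930 genes from dry to 3-HAI. The down-regulated genes of that interval moved most with a 4-fold limit, chosen after the values were seen, to 36.

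**Figure D1:**
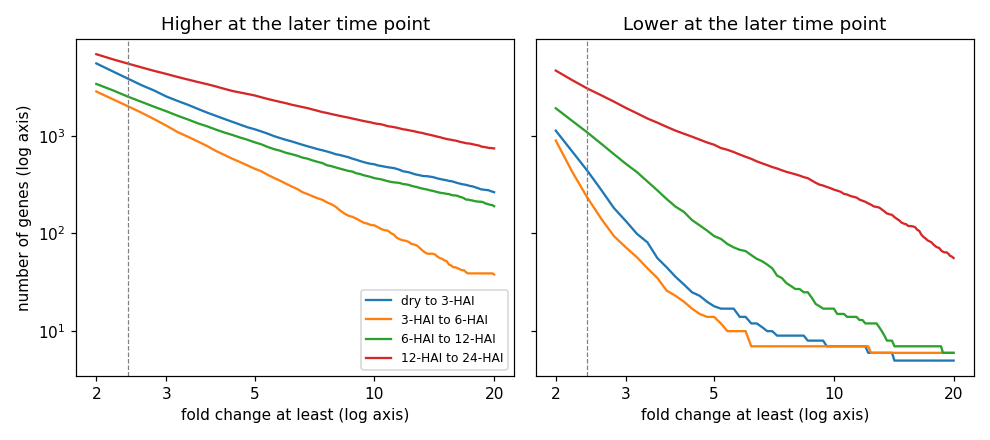
Number of genes (log axis) whose FPKM changed by at least the fold on the horizontal axis (log axis), with rises on the left, falls on the right and 1 line per interval. The dashed line marks the 2.4-fold limit, where the line for 12-HAI to 24-HAI is highest, with 5475 rises and 3044 falls.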

To uncover major trends in these gene sets, we performed a Gene Ontology (GO) enrichment analysis using stringent statistical criteria (Table S3). This analysis revealed an early (i.e. at 3-HAI) significant up-regulation of cell wall genes (GO:0005618; 14 genes), particularly xyloglucan endotransglucosylases (GO:0016762; 10 genes; e.g. *Glyma11g36730*, 77-fold up-regulated), which promote cellular expansion by remodelling cellulose microfibrils. 

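Glyma11g36730 lies on chromosome 11 from 38084594 to 38086445. Its transcription was 1.36 FPKM in dry seeds, 105 FPKM at 3-HAI, 65.9 FPKM at 6-HAI, 18.3 FPKM at 12-HAI and 14.5 FPKM at 24-HAI, so the value at 3-HAI was 77.4 times that in dry seeds, and 35.4 times after quantile normalization. On the log2(FPKM + 1) scale its change between dry and 24-HAI was 2.71, and 3.45 when each time point was scaled to the same total, the alternative (chosen after the values were seen) that moved it most. The other xyloglucan endotransglucosylases were not analysed here, because the text gives no identifier for them.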

Many other cell wall genes were up-regulated at 24-HAI (43 genes) (Table S3), although this second gene set includes 15 cellulose synthases, which are critical for cell wall homeostasis. There was also a clear enrichment of genes annotated with the general term GO:0005975 (i.e. “carbohydrate metabolic process”) at 24-HAI (Table S3), encompassing several gene families involved in cell wall organization or defence mechanisms (e.g. beta-glucosidases and pectin lyases).

The only GO term significantly enriched at all stages was GO:0016705, which comprises a variety of oxidoreductase families, such as: 1) ACC oxidases ACO1 and ACO4, which catalyse the last step in ethylene biosynthesis. Interestingly, 5 out of 6 differentially expressed ACO4 genes reach high expression levels (FPKM > 10) only after 6-HAI, indicating that ethylene is more relevant later in germination^23^; 2) 47 cytochrome P450 genes (i.e. CYP), which are mainly induced between 12 and 24-HAI (33 genes); 3) GA oxidases (8 genes) and; 4) 28 oxoglutarate/iron-dependent dioxygenases. 

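Fig. 3 shows 10 ACC oxidase genes without separating ACO1 from ACO4, and 8 of them exceeded 10 FPKM at some time point. In 4 of these the first value over 10 FPKM came after 6-HAI. Glyma06g12340 reached 23.4 FPKM at 12-HAI and 178 FPKM at 24-HAI, and Glyma15g11930 reached 11.2 and 50.4 FPKM at the same time points. At 24-HAI, Glyma09g01110 reached 55.3 FPKM after 2.07 FPKM at 12-HAI, and Glyma07g15480 reached 10.5 FPKM after 7.13 FPKM. One more gene, Glyma17g01330, passed 10 FPKM at 6-HAI itself, with 23.0 FPKM, and peaked at 59.8 FPKM at 12-HAI. Glyma02g43560 and Glyma14g05390 stayed under 10 FPKM, with maxima of 2.65 and 3.15 FPKM at 24-HAI. Of the cytochrome P450 genes only Glyma09g41960 and Glyma16g20490 were analysed, and of the GA oxidase genes only Glyma13g43850 and Glyma15g01500, all further below. The other genes of these families and the dioxygenase genes were not analysed here.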

Further, we found a related GO term, GO:0055114 (oxidation-reduction process), enriched among genes induced at 6-, 12- and 24-HAI; this group includes aldehyde dehydrogenases, FAD-binding Berberine family proteins, lipoxygenases, peroxidases, Sks cell wall oxidoreductases and rhamnose synthases. Although structurally distinct, several of these families have been linked with cell wall metabolism and homeostasis^24^,^25^,^26^.

We also found a remarkable enrichment of several GO terms related to photosynthesis (e.g. GO:0009579, thylakoid; GO:0015995, chlorophyll biosynthetic process), which we unified under the GO term “photosynthesis” (GO:0015979). This large group (77 genes induced at 12- and/or 24-HAI) comprise multiple photosystem I and II subunits, including genes encoding proteins of the light-harvesting complex and chlorophyll binding proteins. Many of these genes are also preferentially expressed at 24-HAI (discussed above) and their expression late in germination probably integrate a preparation phase for the transition to autotrophic growth.

The GO enrichment analyses also pointed us to two remarkable aspects of the soybean germination transcriptome: the preferential up-regulation of genes encoding protein kinases (GO:0004672) and transcriptional regulators (GO:0030528) at 3-HAI (Table S3). 

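The receptor kinase gene Glyma09g32390 on chromosome 9 from 38923513 to 38927734 rose from 9.54 FPKM in dry seeds to 39.2 FPKM at 3-HAI, a ratio of 4.10, and then stood at 20.3 FPKM at 6-HAI, 14.9 FPKM at 12-HAI and 14.9 FPKM at 24-HAI. The mitogen-activated kinase gene Glyma07g38510 on chromosome 7 from 43226635 to 43233554 rose from 6.30 to 37.7 FPKM over the same interval, a ratio of 5.99, and then fell to 23.2 FPKM at 6-HAI, 12.2 FPKM at 12-HAI and 9.21 FPKM at 24-HAI. Between 3-HAI and 24-HAI the FPKM of Glyma09g32390 fell 2.62-fold and that of Glyma07g38510 fell 4.09-fold.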

Although most of the up-regulated protein kinases are transcribed at moderate levels (42 genes; FPKM < 10), 7 were highly transcribed (FPKM > 10): *Glyma09g32390* (a proline extensin-like receptor kinase) and *Glyma07g38510* (a mitogen-activated kinase) are not well characterized and their early up-regulation is followed by a subsequent down-regulation, suggesting specific roles in the germination onset. *Glyma06g15270* is a brassinosteroid (BR) receptor (homolog of ATBRI1/AT4G39400) that is 4-fold up-regulated at 3-HAI. 

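Glyma06g15270, on chromosome 6 from 12025745 to 12029941, had 6.16 FPKM in dry seeds, 24.6 FPKM at 3-HAI, 16.7 FPKM at 6-HAI, 15.8 FPKM at 12-HAI and 11.2 FPKM at 24-HAI. The ratio of its value at 3-HAI to that in dry seeds was 3.99.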

BR signalling via ATBRI1 has been shown to promote germination by countering ABA effects^27^. Further, *Glyma06g15270* is up-regulated in response to exogenous BR and is able to restore the *Arabidopsis* dwarf mutant bri1-5 phenotype^28^. 

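Glyma12g22660 lies on chromosome 12 from 24555359 to 24559008. Its FPKM rose from 0.566 in dry seeds to 12.3 at 3-HAI, a ratio of 21.7 that rests on a starting value under 1 FPKM.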

Strikingly, *Glyma12g22660*, the homolog of the *Arabidopsis THESEUS1*, is also up-regulated at 3-HAI. *THESEUS1* is induced by BR and is required for optimal cell elongation^29^. Further, *THESEUS1* attenuates the inhibition of hypocotyl growth in some cell-wall mutants^30^ and integrates a cell-wall surveillance system in expanding cells^30^. Interestingly, *Glyma12g22660* is the only one of these 7 highly up-regulated protein kinases that is also significantly induced between 12 and 24-HAI. This bimodal pattern of activation at 3- and 24-HAI coincides with the second water uptake phase and with a massive up-regulation of cell wall genes (Table S3). Therefore, we hypothesize that BR signalling via *BRI1* and *THESEUS1* constitutes an important system that regulates cell expansion during germination. 

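After 3-HAI, Glyma12g22660 had 9.45 FPKM at 6-HAI, 8.36 FPKM at 12-HAI and 22.0 FPKM at 24-HAI, and its value rose 2.64-fold in the last interval. For the other 6 kinases the ratio of the value at 24-HAI to that at 12-HAI ran from 0.509 in Glyma07g10695 to 1.00 in Glyma09g32390. Glyma07g10695 has the same 5 values as its neighbour Glyma07g10710.

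**Figure D2:**
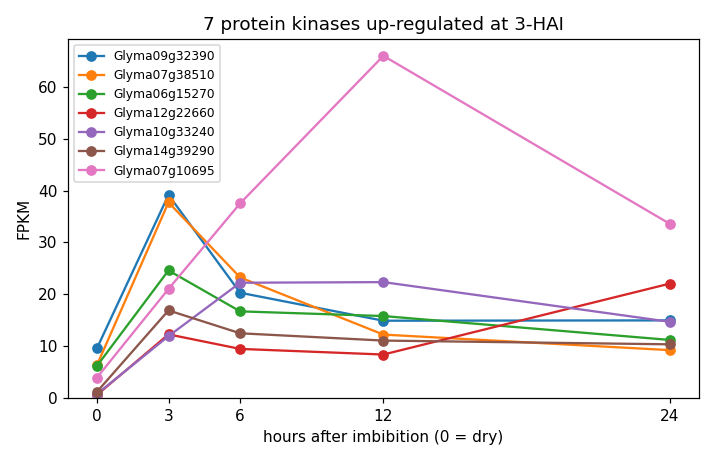
FPKM (vertical axis) against hours after imbibition (0 for dry seeds) for the 7 protein kinase genes, with 1 line per gene and no error because the values are not replicated. All 7 lie higher at 3-HAI than in dry seeds, and Glyma12g22660 ends at its highest value, 22.0 FPKM.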

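Over all genes, 354 of those up-regulated from dry to 3-HAI (9.21%) were up-regulated again from 12-HAI to 24-HAI, whereas 16.4% of all expressed genes were up-regulated in that last interval. Of all rises in the last interval, 52.1% started under 1 FPKM, while the genes up-regulated to 3-HAI had already reached 1 FPKM there. These groups thus differ in level, and genes of the same level were not compared. Among the 1155 genes that rose to 10 FPKM or more at 3-HAI, 60 (5.19%) rose again from 12-HAI to 24-HAI.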

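Glyma10g33240, on chromosome 10 from 41599954 to 41604468, had 0.745 FPKM in dry seeds, 11.9 FPKM at 3-HAI, 22.2 FPKM at 6-HAI, 22.3 FPKM at 12-HAI and 14.7 FPKM at 24-HAI. Its value at 3-HAI was 16.0 times that in dry seeds, which lay under 1 FPKM.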

Another kinase that is highly induced at 3-HAI is *Glyma10g33240*, an ethylene receptor whose homolog functions in *Arabidopsis* seedlings^31^. 

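Glyma14g39290, on chromosome 14 from 48411014 to 48415228, rose from 1.16 FPKM in dry seeds to 16.9 FPKM at 3-HAI, which is 14.6 times as high. Later values were 12.5 FPKM at 6-HAI, 11.1 FPKM at 12-HAI and 10.3 FPKM at 24-HAI.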

The sixth up-regulated kinase is *Glyma14g39290*, a homolog of the *Arabidopsis* transmembrane kinase *TMK1 (AT1G66150*), reported to be transcriptionally induced by GA^32^. 

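Glyma07g10695 lies on chromosome 7 from 8935639 to 8947124 and shares all 5 values with Glyma07g10710, so the measured transcription cannot be assigned to either gene alone. The shared values were 3.90 FPKM in dry seeds, 21.0 FPKM at 3-HAI, 37.5 FPKM at 6-HAI, 66.0 FPKM at 12-HAI and 33.6 FPKM at 24-HAI, and the rise from dry to 3-HAI was 5.39-fold.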

Finally, we found an apparently unexpected up-regulation of *Glyma07g10695*, a homolog of the *Arabidopsis AT1G18390,* which is positively involved in ABA signalling^33^. Overall, our results suggest that signalling cascades involving protein phosphorylation play critical roles in the germination onset.

Perhaps the most remarkable aspect of the genes up-regulated at 3-HAI is the massive presence of DNA-dependent transcriptional regulators (GO:0006355) (Table S3), most of which annotated as DNA-binding TFs in PlantTFDB^34^. Since PlantTFDB is a public repository specialized on TFs, we analysed the differential expression of TFs as per this database classifications. We detected transcription of 53.8% of the soybean TFs (2000/3717) during germination, out of which 432 were significantly up-regulated in at least one stage. Notably, 3-HAI was the only stage with significant over-representation of TFs (81 genes; p-value = 8 × 10^−8^; Fisher Exact Test), corroborating the GO enrichment results. Overall, ~11% of the genes up-regulated at 3-HAI are TFs, which allowed us to uncover other remarkable trends: 1) the striking over-representation of LOB domain genes induced early during germination^35^; 9 out of 81 TFs up-regulated at 3-HAI are from the LOB family, which has a total of 36 members expressed in at least one germination time point. 

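The LOB domain genes Glyma07g10180 (on chromosome 7 from 8509838 to 8511558) and Glyma13g07590 (on chromosome 13 from 7785521 to 7787616) had 1.70 and 1.23 FPKM in dry seeds. At 3-HAI Glyma07g10180 had 96.0 FPKM, 56.3 times as much, and Glyma13g07590 had 103 FPKM, 83.2 times as much. Afterwards Glyma07g10180 fell to 75.0 FPKM at 6-HAI, 34.1 FPKM at 12-HAI and 19.1 FPKM at 24-HAI, while Glyma13g07590 rose to 124 FPKM at 6-HAI before it fell to 30.4 FPKM at 12-HAI and 10.0 FPKM at 24-HAI.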

The transcriptional fold-changes of the LOB genes are also very high; for example, *Glyma07g10180* and *Glyma13g07590* have low expression levels (<2 FPKM) in dry seeds and are greatly up-regulated by 3-HAI (>96 FPKM). These observations are coherent with our previous discussion on BR signalling, as BRs induce the expression of LOB TFs, which in turn repress the accumulation of BRs via up-regulation of the BR-inactivating enzyme BAS1^36^. Therefore, LOB TFs are part of a feedback loop involved in BR homeostasis^37^. Nevertheless, because *BAS1* genes were transcribed at low levels during soybean germination, this feedback loop is either inactive or involves other genes at this phase. Further, LOB TFs promote the transcription of an expansin and probably other cell wall-loosening genes^38^. Thus, we hypothesize that LOB TFs regulate cell-wall homeostasis during germination; 2) the 3.2-fold up-regulation of *Glyma02g08835*, an ethylene response factor gene. *Glyma02g08835* is highly expressed in dry seeds (FPKM = 72.9), further up-regulated at 3-HAI (FPKM = 237) and sharply down-regulated at 24-HAI (FPKM = 7.55), suggesting that it is specifically required in the onset of germination. 

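Glyma02g08835 lies on chromosome 2 from 6830707 to 6833818. It had 72.9 FPKM in dry seeds, 237 FPKM at 3-HAI, 87.9 FPKM at 6-HAI, 55.4 FPKM at 12-HAI and 7.56 FPKM at 24-HAI. The rise to 3-HAI was 3.25-fold, and the value at 24-HAI was 31.4 times lower than at 3-HAI and 9.65 times lower than in dry seeds.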

Interestingly, this transient up-regulation seems to be a general trend of ERF TFs; 9 out of the 13 ERFs that are up-regulated at 3-HAI have their levels reduced by at least 2-fold by 24-HAI; 3) Finally, we have also noticed the complete absence of up-regulated TFs from several large families (e.g. AP2, TALE, FAR1, G2-like, C3H and MYB_related) at 3-HAI, which uncovered a clearly biased activation of particular families at this stage: 69% (56/81) of the TFs up-regulated at 3-HAI belong to only 12.7% of the TF families that have at least one member transcribed during germination (ERF: 13, LOB: 9, HD-ZIP: 9, bZIP: 7, bHLH: 7, GRAS: 6, Dof: 5).

In addition to TFs, chromatin proteins are also extremely relevant in regulating gene expression on a large scale. We found enrichment for the term GO:0000785 (i.e. chromatin) (Table S3) among genes up-regulated at 24-HAI; this group comprises 41 genes, out of which 36 encode histone subunits and 5 encode high mobility group A genes (HMGA), which are key non-histone proteins that contain AT-hook motifs^39^,^40^. The up-regulation of these genes late in germination may be important for the chromatin structure changes underlying DNA duplication and cell division that take place during early seedling growth.

### Transcriptional activation of primary metabolism genes during germination

Although most of the stored reserves are mobilized after seed germination, catabolic pathways must be activated early upon imbibition to sustain axis growth. However, the relative contribution and transcriptional regulation of each pathway to the metabolism of the embryonic axis are not fully understood. Sucrose and raffinose family oligosaccharides (RFOs) are the main soluble carbohydrates available in soybean seeds^41^ and are mainly accumulated during desiccation^42^. RFO concentrations sharply decline during germination, concomitantly with a loss of desiccation tolerance and an increase in the levels of reducing sugars^43^. In terms of energy production, invertases are the major drivers of sucrose usage. We found 10 expressed invertases, out of which 6 were induced at 24-HAI and 4 showed high expression levels at this stage (Fig. 2; Table S4). These results support an increasing demand for sucrose-derived monosaccharides later in germination and probably during early seedling growth.

Sucrose can also be cleaved in a reversible reaction catalysed by sucrose synthase (SuSy; Fig. 2). While invertases are associated with high energy demand conditions (e.g. cell expansion), SuSy activity has been linked with the biosynthesis of structural or reserve polysaccharides^44^. Although reversible, SuSy activity favours sucrose cleavage in most heterotrophic tissues, providing sugar-nucleotide precursors for structural and storage polysaccharide biosynthesis^44^. Further, SuSy can associate with membranes^44^ and channel UDP-glucose to cellulose synthase complexes^45^, which interact with microtubules and guide cellulose deposition and cellular elongation^46^. Six and 19 SuSy and cellulose synthase genes were highly expressed at 24-HAI, respectively (Fig. 2; Table S4). As discussed above, 14 of these 19 cellulose synthase genes were up-regulated at 24-HAI (Table S3). The complex transcriptional patterns of invertase and SuSy genes probably constitute an intricate system of sucrose partitioning between ATP production from reducing sugars and cellulose biosynthesis from UDP-glucose, which are two essential processes underlying cellular expansion during germination. Finally, in spite of the intense sucrose degradation supported by our results, it has been long shown that sucrose concentrations do not decrease during germination^41^,^43^, suggesting a renewal of the embryonic axes’ sucrose pools, probably from the degradation of other reserves (e.g. oil).

We also found an early activation of glycolysis and respiratory pathways, which could be partially fed by sucrose degradation. Among these genes are: 12 hexokinases; 12 phosphofructokinases (PFK); 13 glyceraldehyde 3-phosphate dehydrogenases (GAPDH); triosephosphate isomerases (TIM) and pyruvate kinases (PKs) (Fig. 2; Table S4). The *A. thaliana At2g21170* encodes a plastid TIM that is required for heterotrophic to autotrophic growth in post-germinative stages^47^. We found two highly expressed *At2g21170* orthologs during soybean germination (Fig. 2), suggesting that this gene could also be critical in the transition to autotrophic growth in soybean. Glucose can also be consumed by the pentose phosphate pathway, which has a committed step catalysed by glucose-6-phosphate dehydrogenase (G6PDH) (Fig. 2). Eight G6PDH genes were transcribed during germination (Fig. 2), indicating that glucose is partially channelled to the pentose phosphate pathway during soybean germination. Further, we found moderate transcription levels of 3 fructose-1,6-bisphosphatases (FBPase), which catalyse the reverse reaction of PFK, converting fructose 1,6-bisphosphate to fructose-6-phosphate in the Calvin Cycle and gluconeogenesis (Fig. 2; Table S4). This interconversion is tightly regulated by fructose 2,6-bisphosphate (Fru2,6P_2_), which activates PFK and represses FBPase in non-plant organisms^48^. In plants, however, Fru2,6P_2_ activates a pyrophosphate dependent PFK (PFP), whereas the ATP-dependent PFK is largely insensitive to Fru2,6P_2_^48^. Seven PFP genes are expressed during germination, suggesting a complex interplay between PFKs and PFPs (Fig. 2; Table S4). Overall, our results support an intense carbohydrate catabolism via glycolysis/TCA cycle and pentose phosphate pathway. Nevertheless, the expression of FBPase and two critical sucrose biosynthesis enzymes [i.e. sucrose-phosphate synthase (e.g. *Glyma13g23060*) and sucrose-phosphate phosphatase (e.g. *Glyma20g16990*)] should not be neglected, as fluctuations in Fru2,6P_2_ concentrations may trigger sucrose biosynthesis in particular conditions/sites. 

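The sucrose-phosphate synthase gene Glyma13g23060, on chromosome 13 from 26519526 to 26526142, had 38.8 FPKM in dry seeds, 63.9 FPKM at 3-HAI, 39.7 FPKM at 6-HAI, 38.4 FPKM at 12-HAI and 17.9 FPKM at 24-HAI. The sucrose-phosphate phosphatase gene Glyma20g16990, on chromosome 20 from 23956325 to 23962468, had 16.7 FPKM in dry seeds, 27.9 FPKM at 3-HAI, 29.9 FPKM at 6-HAI, 26.6 FPKM at 12-HAI and 17.8 FPKM at 24-HAI. Neither gene fell under 10 FPKM at any of the time points. The FBPase genes are shown in Fig. 2 without identifiers and were not analysed here.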

The expression of sucrose biosynthesis enzymes may contribute to the regeneration of the sucrose pools discussed above.

Acetyl-CoA is central for energy metabolism, particularly in: 1) mitochondria, where it is oxidized via the TCA cycle and; 2) glyoxysomes, where it is an intermediate in the conversion of fatty acids to carbohydrates. Acetyl-CoA can be produced through a transacylation reaction catalysed by the pyruvate dehydrogenase E2 subunit of the pyruvate dehydrogenase complex (PDC). We found 5 PDC-E2 genes for which transcription increases as germination proceeds, suggesting that aerobic metabolism resumes very early in germination (Fig. 2; Table S4). Further, PDH-E1s (19) and PDH-E3s (7) PDC subunits were also highly transcribed, as well as key TCA enzymes, such as citrate synthase (CSY; 13 genes), isocitrate dehydrogenase (IDH; 6 genes) and malate dehydrogenase (MDH; 8 genes) (Fig. 2; Table S4). Importantly, most of these TCA genes reach their maximum transcriptional levels at 24-HAI, which could explain the increased activity of respiratory pathways after mitochondrial repair and biogenesis, which take place early in germination^10^,^49^.

Despite the rapid water uptake and activation of genes involved in respiratory pathways, oxygen levels are often sub-optimal inside the seeds. Together with the presence of immature or damaged mitochondria in imbibed seeds, fermentation has been suggested to play central roles in the onset of germination^49^. In support of this hypothesis, we found highly expressed pyruvate decarboxylase, alcohol dehydrogenase (ADH) and lactate dehydrogenase (LDH) genes during germination (Fig. 2; Table S4). Strikingly, all these genes reach maximum transcriptional levels at 6-HAI, implying that fermentation is indeed more relevant before mitochondria are fully repaired or synthesized *de novo*.

Triacylglycerols stored in oil bodies are typically located close to glyoxysomes, organelles specialized in converting fatty acids derived from TAGs into soluble-sugar precursors via the glyoxylate cycle^50^. Although the glyoxylate and TCA cycles share several enzymes, the former bypasses the decarboxylation steps of the latter by the activity of isocitrate lyase (ICL) and malate synthase (MSY). Malate is then oxidized to oxaloacetate by malate dehydrogenase (MDH), which is subsequently converted to phosphoenolpyruvate (PEP) by phosphoenolpyruvate carboxykinase (PEPCK)^50^ (Fig. 2; Table S4). Interestingly, we found moderate expression levels for two ICL genes and high expression levels for two MSY genes, particularly the glyoxysomal MSY (*Glyma17g13730*) (Fig. 2; Table S4). 

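Glyma17g13730, on chromosome 17 from 10520818 to 10524721, had 3.04 FPKM in dry seeds, 2.73 FPKM at 3-HAI, 6.03 FPKM at 6-HAI, 32.4 FPKM at 12-HAI and 24.1 FPKM at 24-HAI. Its value at 12-HAI was 5.38 times that at 6-HAI. The other malate synthase gene and the isocitrate lyase genes were not analysed here, because the text does not name them.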

Three MDH and 3 PEPCK genes reach their maximum expression levels at 24-HAI (Fig. 2; Table S4). Further, at least 6 TAG (GDSL-like) lipase and 4 COMATOSE genes^51^ were also expressed during germination, supporting the transport of fatty acyl-CoA into peroxisomes/glyoxysomes (Fig. 2; Table S4). The mobilization of triacylglycerols also generates significant amounts of glycerol, which can enter glycolysis as dihydroxyacetone phosphate (DHAP) via a glycerol shunt pathway involving glycerol kinase (GLI1) and glycerol-3-phosphate dehydrogenase (G3PDc)^10^. Accordingly, we found a GLI1 and 5 GPDHc genes transcribed during germination (Fig. 2; Table S4). It is widely accepted that the mobilization of oil reserves is more critical after germination^50^,^52^, although several studies demonstrated that peroxisomal β-oxidation and glyoxylate cycle determine germination potential under several conditions^53^,^54^. Further, the early activation of genes involved in lipid mobilization reported here is in accordance with a previous report that storage oil bodies localized at embryonic cells are locally catabolized during germination^49^.

Seed storage proteins are critical to provide amino acids for protein synthesis and energy production, particularly glutamate and aspartate, which are the most abundant amino acids in soybean seeds (FAO; http://www.fao.org/docrep/t0532e/t0532e02.htm). They are substrates of alanine and aspartate aminotransferases (AlaAT and AspAT), enzymes that are activated during imbibition and likely to play important roles in respiratory pathways^10^. Several lines of evidence support the importance of Asp accumulation in germination, such as the negative influence of ABA on AspAT protein levels and fast increase in AspAT transcription after imbibition^10^,^49^. Our results support the high activity of these enzymes, as 7 AspATs and 4 AlaATs are expressed throughout germination. The non-protein amino acid γ-aminobutyrate (GABA) also has important energetic roles during seed germination^10^,^49^, as demonstrated in *Arabidopsis*^52^ and chestnut^55^. Further, GABA accumulation in germinating soybean seeds is correlated with glutamate decarboxylase (GAD) activity^56^. GAD synthesizes GABA from glutamate and is the first enzyme in the GABA shunt pathway. GABA is then metabolized by GABA transaminases (GABA-T), generating succinic semialdehyde that enters the TCA as succinate (Fig. 2; Table S4). We found expressed GAD and GABA-T genes, supporting the activity of a GABA shunt during soybean germination (Fig. 2; Table S4).

It has been shown for several species (e.g. barley) that amino acids used for *de novo* protein synthesis come from the degradation of storage proteins^49^. However, we found strong transcriptional evidence supporting the activation of some amino acid biosynthesis pathways during germination. A crucial step in the biosynthesis of aromatic amino acids (i.e. phenylalanine, tyrosine and tryptophan) is the production of chorismate via the shikimate pathway, which starts with a rate-limiting reaction catalysed by 3-deoxy-7-phosphoheptulonate (DAHP) synthase: the conversion of PEP and erythrose 4-phosphate (from the pentose phosphate pathway) into 3-deoxy-D-arabino-hept-2-ulosonate 7-phosphate^57^. DAHP synthase links the carbohydrate metabolism to the shikimate pathway, which will ultimately produce chorismate, a central metabolite in the biosynthesis of aromatic amino acids, salicylate and B9 vitamin (folate)^57^. 

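The DAHP synthase gene Glyma15g06020 on chromosome 15 from 4278178 to 4282532 shares all its values with the neighbouring Glyma15g06030, so they belong to the pair and not to Glyma15g06020 alone. The values were 78.3 FPKM in dry seeds, 97.0 FPKM at 3-HAI, 72.2 FPKM at 6-HAI, 42.3 FPKM at 12-HAI and 37.9 FPKM at 24-HAI.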

We found high transcriptional levels of a DAHP synthase throughout germination (*Glyma15g06020*, FPKM > 37), supporting that some carbon from the pentose phosphate pathway feed into the chorismate pathway. Other shikimate pathway genes were also highly expressed, such as shikimate kinase (e.g. *Glyma04g39700*) and chorismate synthase (*Glyma20g31980*). 

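The shikimate kinase gene Glyma04g39700, on chromosome 4 from 45885127 to 45896193, had 3.32 FPKM in dry seeds, 4.72 FPKM at 3-HAI, 9.75 FPKM at 6-HAI, 5.57 FPKM at 12-HAI and 12.5 FPKM at 24-HAI, so it passed 10 FPKM at the last time point alone. The chorismate synthase gene Glyma20g31980, on chromosome 20 from 40577780 to 40587923, stayed above 10 FPKM throughout, with 24.0 FPKM in dry seeds, 35.6 FPKM at 3-HAI, 28.7 FPKM at 6-HAI, 31.7 FPKM at 12-HAI and 45.0 FPKM at 24-HAI.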

Since chorismate is a substrate for the synthesis of different metabolites, we investigated its possible routes in more detail. 

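Glyma01g06660, on chromosome 1 from 7007302 to 7012903, had 14.2 FPKM in dry seeds, 7.18 FPKM at 3-HAI, 7.38 FPKM at 6-HAI, 8.11 FPKM at 12-HAI and 8.02 FPKM at 24-HAI.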

Firstly, we found 7 expressed chorismate mutase genes (e.g. *Glyma01g06660*), which catalyse the synthesis of prephenate, a substrate for Tyr and Phe biosynthesis. We have also found expression of arogenate dehydrogenases (e.g. *Glyma11g35760*) and arogenate dehydratases (e.g. *Glyma11g15750* and *Glyma17g05290*), which are required to produce Tyr and Phe, respectively. 

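Glyma11g35760, on chromosome 11 from 37369692 to 37372151, was under 1 FPKM until 6-HAI and had 1.14 FPKM at 12-HAI and 6.20 FPKM at 24-HAI. Glyma11g15750, on chromosome 11 from 11405765 to 11411041, declined from 31.4 FPKM in dry seeds to 22.0 FPKM at 24-HAI, a log2 change of -0.49 that became 0.27 when each time point was scaled to the same total. Glyma17g05290, on chromosome 17 from 3654525 to 3656457, rose from 1.85 to 14.7 FPKM over the same period, with the largest step after 12-HAI (5.45 FPKM).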

Further, we found two expressed aminodeoxychorismate synthases (i.e. *Glyma10g35580* and *Glyma20g31966*) and one 4-amino-4-deoxychorismate lyase (*Glyma12g35520*), indicating that folate biosynthesis from chorismate is also active during germination. Conversely, no isochorismate synthase gene is expressed, supporting the absence of salycylate biosynthesis from chorismate during germination. 

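Glyma10g35580, on chromosome 10 from 43832983 to 43842706, had 6.49 FPKM in dry seeds, 5.19 FPKM at 3-HAI, 11.2 FPKM at 6-HAI, 14.1 FPKM at 12-HAI and 11.3 FPKM at 24-HAI. Glyma20g31966, on chromosome 20 from 40562487 to 40568057, stayed between 1.36 FPKM in dry seeds and 2.38 FPKM at 12-HAI, and its log2 change between dry and 24-HAI of 0.27 turned to -0.79 after quantile normalization. Glyma12g35520, on chromosome 12 from 38637674 to 38640799, was under 1 FPKM until 6-HAI and then had 1.07 FPKM at 12-HAI and 6.28 FPKM at 24-HAI.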

Although nuclear-encoded, the shikimate pathway and other biosynthetic processes take place at the plastids, which are largely non-functional in dry seeds. However, a recent study demonstrated that plastid biogenesis starts early in phase I of soybean germination^58^. Therefore, we hypothesize that newly generated plastids get promptly equipped with the shikimate and other biosynthetic pathways.

### Hormone biosynthesis and signalling during germination

The embryonic axis gives rise to the organ primordia and has primary regulatory roles in plant growth. In this section we explore the expression of genes involved in the biosynthesis and signalling of key hormones during germination. Seed desiccation and maintenance of dormancy are positively regulated by ABA^8^,^10^. ABA Insensitive3/Viviparous1 (ABI3/VP1) is a TF that mediates ABA responses by promoting storage reserve deposition, desiccation tolerance and seed dormancy^59^. We found two highly expressed ABI3 genes during germination (*Glyma08g47240* and *Glyma18g38490*, FPKM > 62; Table S1). 

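Glyma08g47240 lies on chromosome 8 from 46149193 to 46153893 and Glyma18g38490 on chromosome 18 from 46010446 to 46015050. In dry seeds they had 62.1 and 78.8 FPKM. At 3-HAI Glyma08g47240 had 54.1 FPKM and Glyma18g38490 had 143 FPKM, and at 6-HAI the values were 50.9 and 126 FPKM.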

In *Arabidopsis* and tomato, ABI3 expression is repressed soon after germination by an endospermic GA or GA-derived signal^60^. This also seems to be the case in soybean, as *Glyma08g47240* and *Glyma18g38490* remain highly expressed by 12-HAI, being 9 to 10-fold down-regulated by 24-HAI. 

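Glyma08g47240 had 26.3 FPKM at 12-HAI and 2.70 FPKM at 24-HAI, a 9.73-fold decrease. Glyma18g38490 fell 9.26-fold in the same interval, from 65.9 to 7.11 FPKM. After quantile normalization these decreases were 18.4-fold and 13.7-fold. Between dry seeds and 24-HAI the decreases were 23.0-fold and 11.1-fold.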

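The AIP2 E3 ligase genes Glyma17g33631 (on chromosome 17 from 37539315 to 37542437) and Glyma14g12380 (on chromosome 14 from 11122776 to 11126040) both had their highest values at 6-HAI. Glyma17g33631 had 9.56 FPKM in dry seeds, 23.2 FPKM at 3-HAI, 24.6 FPKM at 6-HAI, 18.9 FPKM at 12-HAI and 21.2 FPKM at 24-HAI. Glyma14g12380 had 10.1 FPKM in dry seeds, 20.6 FPKM at 3-HAI, 24.5 FPKM at 6-HAI, 15.6 FPKM at 12-HAI and 17.0 FPKM at 24-HAI.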

ABI3 degradation is promoted by the AIP2 E3 ligase^61^, for which we found two expressed homologs (*Glyma17g33631* and *Glyma14g12380*). Interestingly, ABI5, a TF that acts downstream of ABI3^62^, is also highly expressed early during germination and repressed by 24-HAI. Similarly to ABI3, ABI5 is also down-regulated by proteolysis^63^. These results indicate that ubiquitin-mediated proteolysis of critical TFs involved in ABA response precedes their transcriptional repression, probably allowing a fine-tuned regulation of ABA effects.

ABA catabolism plays important roles in regulating germination potential, particularly by ABA 8′-hydroxylation catalysed by the CYP707A1-4 family^59^. CYP707A1 reduces ABA concentrations during mid-maturation, whereas CYP707A2 is more related to late-maturation and imbibition stages^64^. Accordingly, we found a CYP707A2 gene that is highly expressed in dry seeds and at 3-HAI (*Glyma09g41960*; FPKM > 91), being strongly down-regulated at 24-HAI (FPKM = 2.58). 

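Glyma09g41960, on chromosome 9 from 46656838 to 46664764, had 91.8 FPKM in dry seeds, 91.3 FPKM at 3-HAI, 66.7 FPKM at 6-HAI, 31.5 FPKM at 12-HAI and 2.59 FPKM at 24-HAI. Its value at 24-HAI was 35.5 times lower than in dry seeds, and was 1.63 FPKM after quantile normalization.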

Other CYP707A genes display different expression patterns. Conversely, the CYP707A1 gene *Glyma16g20490* is transcribed below the detection threshold until 6-HAI, being up-regulated at 12 and 24-HAI. 

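Glyma16g20490 lies on chromosome 16 from 23098371 to 23101533. It had 0.0257 FPKM in dry seeds, 0.0198 FPKM at 3-HAI, 0.160 FPKM at 6-HAI, 3.04 FPKM at 12-HAI and 14.2 FPKM at 24-HAI, so it first reached 1 FPKM at 12-HAI.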

Given that *Glyma16g20490* is not expressed in dry seeds, it is likely to be transcriptionally inactive in late-maturation. Therefore, our results reveal the opposed and cyclic transcription of CYP707A1 and CYP707A2 genes during soybean maturation and germination, which could constitute a system to balance active ABA levels. 

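Between dry seeds and 24-HAI the log2 change of Glyma09g41960 was -4.69 and that of Glyma16g20490 was 3.89, on the log2(FPKM + 1) scale. At 12-HAI Glyma09g41960 was still the higher of the pair, and at 24-HAI Glyma16g20490 was. As Glyma16g20490 is not expressed in dry seeds, the paper reasons that it is probably not transcribed in late maturation either. From the opposed transcription of both genes over maturation and germination, it proposes a possible system that balances active ABA levels.

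**Figure D3:**
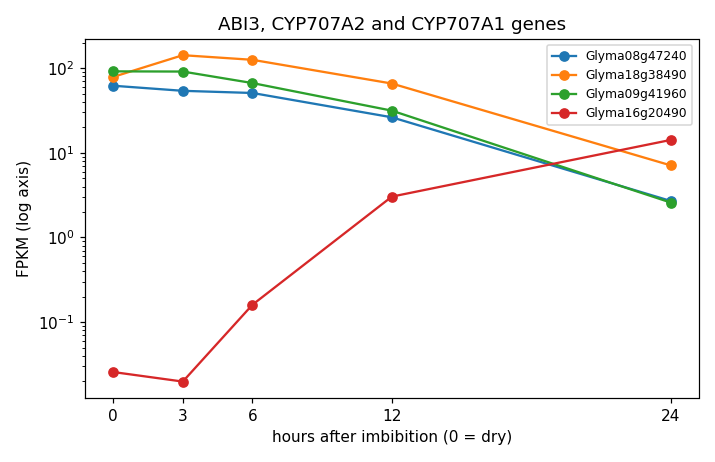
FPKM (log axis) against hours after imbibition (0 for dry seeds) for the ABI3 genes Glyma08g47240 and Glyma18g38490, the CYP707A2 gene Glyma09g41960 and the CYP707A1 gene Glyma16g20490, with 1 line per gene and no error because the values are not replicated. Glyma16g20490 ends at 14.2 FPKM, above the 7.11 FPKM of Glyma18g38490, the highest of the other three.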

Surprisingly, several other highly expressed ABA-signalling genes were also expressed during soybean germination (e.g. PYL genes: *Glyma16g02910*; HAI3 ABA-induced protein phosphatases: *Glyma01g43460*). Therefore, we hypothesize that post-translational regulation and ABA catabolism are the major mechanisms modulating ABA effects before germination-promoting transcriptional programs are fully installed.

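Glyma16g02910, on chromosome 16 from 2504375 to 2507348, had 58.4 FPKM in dry seeds, 81.3 FPKM at 3-HAI, 56.9 FPKM at 6-HAI, 31.2 FPKM at 12-HAI and 16.9 FPKM at 24-HAI. Glyma01g43460, on chromosome 1 from 54468060 to 54470053, had 295 FPKM in dry seeds, 139 FPKM at 3-HAI, 87.1 FPKM at 6-HAI, 29.5 FPKM at 12-HAI and 2.43 FPKM at 24-HAI, so its value in dry seeds was 122 times that at 24-HAI. The other ABA-signalling genes were not analysed here.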

GA is a key hormone that promotes seed germination, largely by antagonizing ABA effects^8^. GA binding to the gibberellin-insensitive dwarf1 (GID1) receptor promotes the formation of a DELLA-binding surface^65^,^66^. The GA-GID1-DELLA complex is then recognized by SLEEPY1 (SLY1), which is the F-box component of the SCF^SLY1^ E3 ubiquitin ligase complex. Interaction with SCF^SLY1^ results in DELLA ubiquitination and degradation, releasing GA responses^67^. We found 2 and 5 highly expressed SLY1 and GID1 genes during germination, respectively. 

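Of the 4 SLY1 genes in Fig. 3, 2 exceeded 10 FPKM at some time point, and of the 5 GID1 genes, 3 did. The highest values of the GID1 genes Glyma20g37430 and Glyma10g29910 were 8.51 and 9.33 FPKM, both at 24-HAI.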

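In dry seeds Glyma10g02790, on chromosome 10 from 1989107 to 1991974, had 85.7 FPKM. Glyma03g30460, on chromosome 3 from 38417462 to 38420087, had 39.3 FPKM, and Glyma02g17010, on chromosome 2 from 15348422 to 15351210, had 53.9 FPKM. The GID1 genes Glyma20g37430 (on chromosome 20 from 45326928 to 45329611) and Glyma10g29910 (on chromosome 10 from 38656639 to 38659469) had 0.791 and 1.31 FPKM.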

Among GID1 genes, 3 are highly transcribed in dry seeds (Fig. 3). Interestingly, these 3 genes belong to the GID1B subfamily, which is induced during after-ripening in the absence of GA biosynthesis^68^. GID1B proteins have higher affinity for GA than GID1A-C^69^ and their overexpression increase GA sensitivity and mimic dormancy-breaking treatments more efficiently than that of GID1A-C^68^. Further, GID1A-C and GID1B group in phylogenetically distinct clades and have different expression patterns during germination in Brassicaceae^70^. Our results are coherent with the functional divergence between GID1A-C and GID1B genes, as the two soybean GID1Cs increase in expression as germination proceeds, as opposed to GID1Bs, which are up to 16-fold down-regulated between 0 and 24-HAI (Fig. 3). 

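From dry seeds to 24-HAI, the GID1B genes Glyma10g02790, Glyma03g30460 and Glyma02g17010 fell to 6.89, 4.24 and 3.36 FPKM, decreases of 12.4-fold, 9.28-fold and 16.0-fold. The GID1C genes Glyma20g37430 and Glyma10g29910 rose at every step, 10.8-fold and 7.09-fold over the series. All 5 genes kept these directions, and changes of at least 2.4-fold, after median-ratio scaling, after quantile normalization and with each time point scaled to the same total.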

Since the high expression of GID1B is not able to compensate the absence of GID1A-C^70^, we hypothesize that the increased expression of GID1C genes is critical to mediate the canonical GA response during soybean seed germination. The high abundance of GID1B transcripts in dry seeds, together with their higher affinity for GA, may be part of a mechanism to perceive very low GA levels promptly upon imbibition, as previously hypothesized^68^. Two SLY1 genes are highly transcribed in all time points (Fig. 3), supporting the capacity of the embryonic axes to sense a wide range of GA levels throughout germination. 

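Glyma06g04640, on chromosome 6 from 3287831 to 3289355, ranged from 11.4 FPKM at 6-HAI to 21.3 FPKM at 24-HAI. Glyma04g04540, on chromosome 4 from 3395831 to 3397238, ranged from 12.9 FPKM at 24-HAI to 23.5 FPKM at 3-HAI. The remaining SLY1 genes, Glyma14g09560 and Glyma17g35610, had maxima of 4.48 FPKM at 6-HAI and 4.77 FPKM at 24-HAI.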

Finally, we found 7 DELLA genes with distinct expression patterns (Fig. 3). 

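Between dry seeds and 24-HAI, 3 of the 7 DELLA genes rose at least 2.4-fold and 2 fell as much, while after quantile normalization 2 rose and 2 fell and with each time point scaled to the same total 4 rose and 2 fell. Glyma11g33720, on chromosome 11 from 35559436 to 35562184, rose from 4.69 to 48.3 FPKM. Glyma18g04500 rose from 3.01 to 18.6 FPKM and Glyma06g23940 from 0.405 to 3.02 FPKM. Glyma10g33380, on chromosome 10 from 41756661 to 41758670, fell from 23.6 to 1.88 FPKM, values it shares with its neighbour Glyma10g33390. Glyma20g34260 fell from 5.25 to 0.935 FPKM. Smaller changes were seen in Glyma05g27190, from 27.8 to 14.6 FPKM, and Glyma08g10140, from 7.45 to 13.3 FPKM.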

The differential regulation of DELLA and GID1 genes suggest a complex regulatory system, especially because DELLA induces the expression of GID1 and GA biosynthesis genes. Accordingly, we found two highly expressed GA3ox1 genes (Fig. 3), which supports the embryonic axis a major GA biosynthesis site during germination^71^. 

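Glyma13g43850, on chromosome 13 from 43429949 to 43432303, had 0.855 FPKM in dry seeds, 6.93 FPKM at 3-HAI, 13.4 FPKM at 6-HAI, 26.0 FPKM at 12-HAI and 28.4 FPKM at 24-HAI. Glyma15g01500, on chromosome 15 from 965129 to 967177, had 0.294 FPKM in dry seeds, 0.642 FPKM at 3-HAI, 4.45 FPKM at 6-HAI, 16.2 FPKM at 12-HAI and 5.53 FPKM at 24-HAI. Both were under 1 FPKM in dry seeds and over 10 FPKM at 12-HAI.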

Since GID1 promotes DELLA proteolysis in the presence of GA, DELLA has been proposed as a central player in GA homeostasis via feedback regulation^72^.

Although not as studied as ABA and GA, ethylene and BR have also been shown to promote seed germination^27^,^73^. As discussed above, important components of the BR pathway are up-regulated during germination (e.g. BRI1). On the other hand, ethylene production starts very early upon imbibition and promotes dormancy release and germination by regulating ABA metabolism and signalling^74^,^75^. The main intermediate of ethylene production is S-adenosyl-methionine (S-AdoMet), which is synthesized from methionine by S-AdoMet synthetase and converted to 1-aminocyclopropane 1-carboxylic acid (ACC) by ACC synthase (ACS). Ethylene synthesis is then catalysed by ACO, which is critical for germination^76^ and presents a high correlation between enzymatic activity and transcript abundance^75^. 

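Of the 7 ACS genes in Fig. 3, 1 exceeded 10 FPKM, namely Glyma07g15380 on chromosome 7 from 15226152 to 15228398, which rose from 0.0278 FPKM in dry seeds to 19.4 FPKM at 24-HAI. Among the other ACS genes the highest value was 9.12 FPKM, in Glyma09g28000 at 12-HAI. Among the ACC oxidase genes, Glyma08g03310 and Glyma07g39420 exceeded 10 FPKM at every time point. Glyma08g03310, on chromosome 8 from 2325849 to 2327524, had 632 FPKM in dry seeds, 627 FPKM at 3-HAI, 949 FPKM at 6-HAI, 397 FPKM at 12-HAI and 79.7 FPKM at 24-HAI, and its entry on the opposite strand, which was not used, had at most 1.48 FPKM. Glyma07g39420, on chromosome 7 from 43907670 to 43909981, rose from 16.0 FPKM in dry seeds to 324 FPKM at 12-HAI. Glyma05g36310 rose from 3.43 to 244 FPKM over the same period. S-AdoMet synthetase genes carry no identifier in the text or in Fig. 3 and were not analysed here.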

Further, we found high transcriptional levels of several of these three key ethylene biosynthesis genes throughout germination (Fig. 3). Ethylene can bind to 5 types of transmembrane receptors located at the endoplasmic reticulum: ethylene insensitive 4 (EIN4), ethylene resistant 1 (ETR1), ETR2, ethylene response sensor 1 (ERS1) and ERS2^75^. Genes from all these families, except ERS2, were transcribed in high levels during germination. Further, these results reveal some interesting trends: two ETR1 genes (i.e. *Glyma09g00490, Glyma12g37050*) are highly expressed in all stages, whereas ERS1 and ETR2 genes are generally biased towards the end of germination (Fig. 3) and EIN4 genes display more variable transcriptional profiles (Fig. 3). 

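Glyma09g00490, on chromosome 9 from 215957 to 223116, had 19.3 FPKM in dry seeds, 10.9 FPKM at 3-HAI, 17.2 FPKM at 6-HAI, 14.6 FPKM at 12-HAI and 10.3 FPKM at 24-HAI. Glyma12g37050, on chromosome 12 from 40021120 to 40027108, had 70.3 FPKM in dry seeds, 64.2 FPKM at 3-HAI, 62.8 FPKM at 6-HAI, 83.8 FPKM at 12-HAI and 43.6 FPKM at 24-HAI, and it shares these values with Glyma12g37026, Glyma12g37033 and Glyma12g37040. Fig. 3 shows 13 ethylene receptor genes without assigning them to ERS1, ETR2 or EIN4, and 9 of them had their highest value at 12-HAI or 24-HAI. From dry seeds to 24-HAI, 8 rose and 3 fell at least 2.4-fold, against 7 and 3 after quantile normalization and 8 and 2 with each time point scaled to the same total. The largest value among the rising receptors was 49.1 FPKM, in Glyma19g40090 at 12-HAI. Glyma20g36440 went from 12.7 FPKM in dry seeds to 74.5 FPKM at 3-HAI and 4.15 FPKM at 24-HAI.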

Ethylene binding to these receptors inactivates CTR1 (constitutive triple response), resulting in the activation of the kinase cascade that controls EIN2 and its nuclear effectors, such as EIN3, EILs and ERFs (ethylene response factors), which will regulate the transcription of ethylene response genes (Fig. 3)^75^. Finally, our results support the feedback regulation in ethylene signalling during soybean germination, as some negative regulators of ethylene response were also highly expressed, such as CTR1 and the F-box EBF1^77^ (Fig. 3).

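The CTR gene Glyma14g36140, on chromosome 14 from 45285659 to 45293206, had 277 FPKM in dry seeds, 283 FPKM at 3-HAI, 175 FPKM at 6-HAI, 162 FPKM at 12-HAI and 64.0 FPKM at 24-HAI. Of the other 6 CTR genes, 4 exceeded 10 FPKM at some time point, with 18.2 FPKM in Glyma13g21480 at 3-HAI as their highest value. Among the 7 EBF genes, 5 exceeded 10 FPKM at every time point. The highest were Glyma14g14410, on chromosome 14 from 14447351 to 14451121, with 60.9 FPKM at 3-HAI and 21.5 FPKM at 24-HAI, and Glyma17g31940, on chromosome 17 from 35143570 to 35147285, with 64.7 and 30.2 FPKM.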

In the present work we described the sequencing and analysis of the embryonic axis transcriptome during soybean germination. We found a remarkable enrichment of TFs among the genes up-regulated in the onset of germination, especially from the LOB domain family. This suggests that a large set of early TFs play critical roles in triggering the initial transcriptional programs required for germination. We found strong evidence for the transcriptional regulation of several primary metabolic pathways involved in reserve mobilization and ATP production, such as the early activation of respiratory pathways and local degradation of oil reserves to feed the glyoxylate pathway, generally believed to be critical only after germination. We also found evidence for aromatic amino acid biosynthesis at the embryonic axes during germination. Further, several genes involved in the biosynthesis and signalling of the germination-promoting hormones GA, ethylene and BR were up-regulated in distinct stages during germination. Genes involved in ABA degradation and negative regulation were also activated, supporting the notion that the GA:ABA ratio and interplay are critical for germination^9^. 

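Over the 13 gene families of Fig. 3 with more than 1 member, GID1 taken as a single family, 9 held both a gene that rose at least 2.4-fold from dry seeds to 24-HAI and a gene that fell as much, the number also found after median-ratio scaling and after quantile normalization, and 7 did when each time point was scaled to the same total. With the values as deposited, random sets of expressed genes with the same sizes and levels held a median of 9 such families, and 65.9% held as many or more. By this measure the divergence within the families did not exceed that among unrelated genes, and single families or pairs of paralogs were not tested. Of the 106 genes in these families, 45 rose and 21 fell by that much, against 48 and 19 after median-ratio scaling, 37 and 25 after quantile normalization and 55 and 13 with each time point scaled to the same total. The median log2 change of all expressed genes between dry seeds and 24-HAI was 0.39, so a gene near that value moved with the median. This median was 0.57 after median-ratio scaling, 0.03 after quantile normalization and 1.05 with each time point scaled to the same total.

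**Figure D4:**
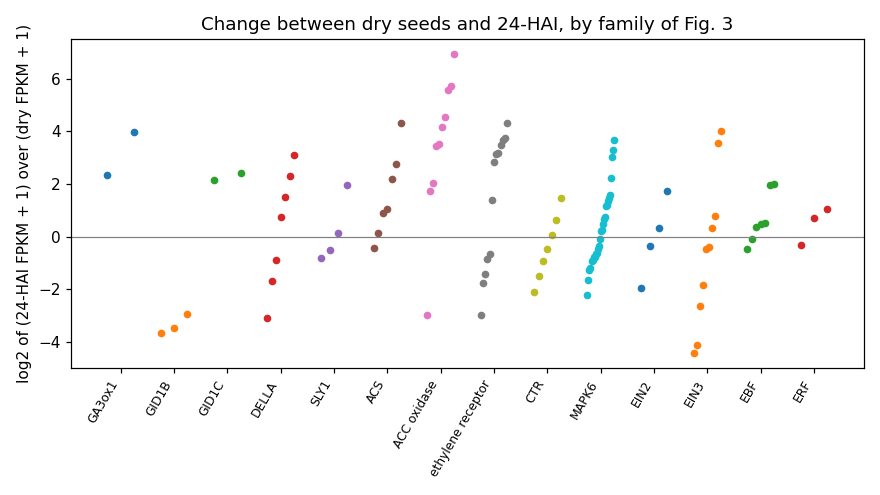
Log2 ratio of (FPKM + 1) at 24-HAI over dry seeds (vertical axis) for the genes of each family (horizontal axis), with 1 point per gene and GID1B and GID1C apart. The GID1B genes lie below 0 and the GID1C genes above it, while families such as DELLA, from -3.10 to 3.11, have points on both sides.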

Further, we found several cases of strong transcriptional divergence between paralogs in these hormonal regulatory pathways, suggesting that gene duplications play important roles in the regulation of germination. Our results also underscore the importance of post-translational regulatory mechanisms via protein phosphorylation and ubiquitination, which may have important contributions from recent duplications and diversification of F-box genes in the soybean lineage^78^. Taken together, we believe the processes described here shed light on important aspects of the soybean germination and may fuel future biotechnological applications.

## Methods

### Plant material, seed germination and RNA purification

Soybean seeds (cultivar BRS 284) were sown in Petri dishes (14 cm of diameter) containing 2 g of cotton soaked with sterile distilled water (30 mL). Petri dishes were placed into a climate-controlled growth chamber at 28 °C, 12/12 photo-period and 60% relative humidity. In addition to dry seeds, imbibed seeds were harvested at 3, 6, 12 and 24-HAI. Embryonic axes were carefully separated from cotyledons for RNA extraction and weighing. For RNA extraction, collected embryonic axes were immediately placed in RNAlater (Qiagen) on ice until RNA extraction with the RNeasy Plant Mini Kit (Qiagen). Two biological replicates (20 seeds each) of each condition were used. RNA quality was assessed using 1% agarose gel, Picodrop Microliter spectrophotometer and Agilent Bioanalyzer 2100.

### High-Throughput RNA sequencing and analysis

RNA-Seq libraries were prepared using the TruSeq RNA Sample Preparation Kit v2 (Illumina, cat. RS-122-2001) and submitted to paired-end sequencing (2 × 100 bp) using a HiSeq 2000 instrument at LaCTAD (UNICAMP, Campinas, Brazil). Sequencing quality was assessed with *fastqc* (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The first 10 bp of each read were trimmed using Trimmomatic-0.30 (option “headcrop = 10”)^79^. The *G. max* reference genome (version 1.1)^3^ was downloaded from Phytozome^80^. Trimmed RNA-Seq reads were mapped to the reference genome using Bowtie 2.1.0^81^ and TopHat 2.0.9^82^. TopHat was executed using the “-b2-very-sensitive” parameters (-D 20 -R 3 -N 0 -L 20 -i S,1,0.50).

Transcriptional levels were estimated with Cufflinks (version 2.1.1; default parameters)^83^ and normalized by fragments per kilobase of transcript per million mapped reads (FPKM). Genes with FPKM equal or greater than 1 were considered “expressed”. Cuffdiff 83 was used to find: a) up-regulated genes between sequential time points (dry vs. 3-HAI; 3-HAI vs. 6-HAI; 6-HAI vs. 12-HAI; 12-HAI vs. 24-HAI) and; (b) genes preferentially expressed at a particular time point. Up-regulated genes were filtered with the Cummerbund^84^ *getSig()* method (*alpha* = *0.1, level* = *‘genes’*); these parameters resulted in differentially expressed genes with at least 2.4 fold-change. Preferentially expressed genes were defined by the *csSpecificity()* function (Cummerbund package), which computes the *Jensen-Shannon distance* (JSD), ranging from 0 (constitutively expressed) to 1 (exclusively expressed). Genes with JSD of 0.7 or greater were defined as “preferentially expressed”. Transcriptional patterns were hierarchically clustered and rendered as heatmaps with Gitools^85^. Additional analyses and parsing steps were performed using in-house perl (https://www.perl.org/) and R (http://www.r-project.org/) scripts. The transcriptome datasets generated in this study were submitted to GEO under the accession number GSE83481.

### Analysis of transcription factors (TFs) and Gene Ontology (GO) enrichment

Soybean TFs and family annotations were retrieved from PlantTFDB^34^ and manually inspected. Enrichment of GO terms was performed using agriGO (FDR < 0.01)^86^. Genes expressed in at least one time point were used as the background set. The final lists of enriched GO terms were compared with SEACOMPARE (agriGO website). Redundancy of the enriched GO terms was removed using REVIGO^87^.

## Additional Information

**How to cite this article**: Bellieny-Rabelo, D. *et al*. Transcriptome analysis uncovers key regulatory and metabolic aspects of soybean embryonic axes during germination. *Sci. Rep.* **6**, 36009; doi: 10.1038/srep36009 (2016).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
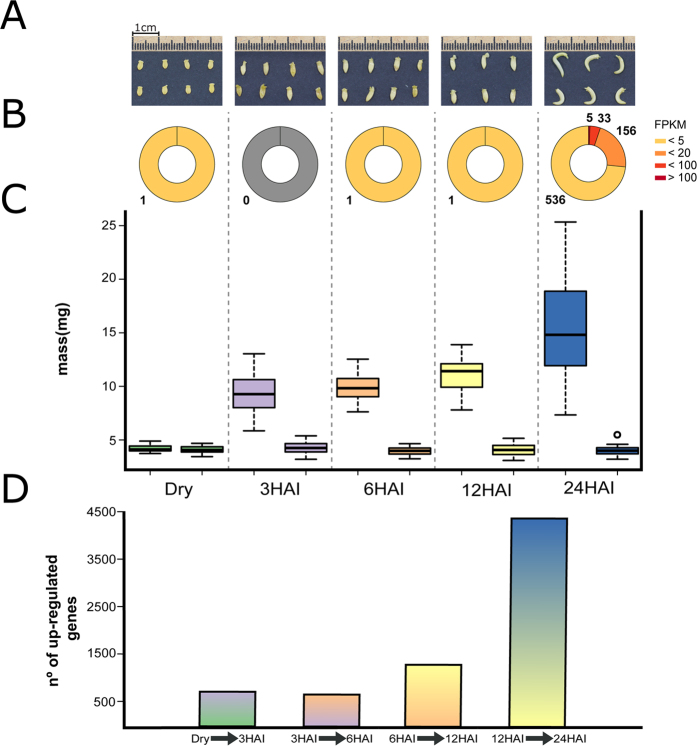
(**A**) Photographs of soybean embryonic axes at 0- (dry), 3-, 6-, 12- and 24-HAI; (**B**) Number of preferentially expresses genes and their transcriptional levels (in FPKM); (**C**) Distribution of fresh and dry weight of embryonic axes (20 seeds per condition); (**D**) Number of up-regulated genes between sequential germination time points.

**Figure 2:**
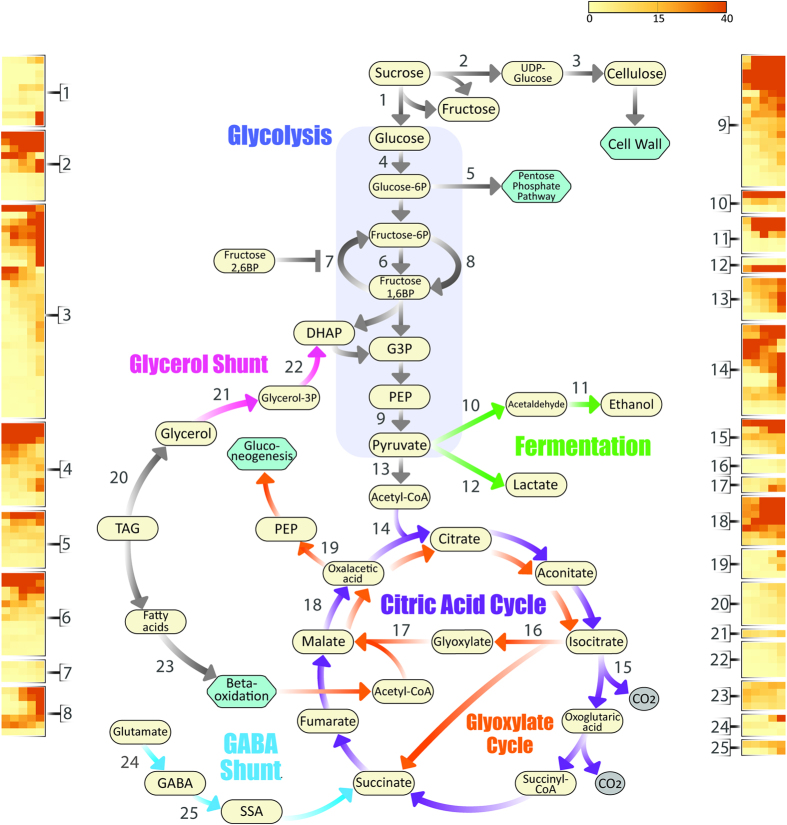
Major metabolic pathways and enzymes discussed in this study. Transcriptional levels of key genes are represented in heatmaps. Genes are numbered as following: 1) invertase; 2) sucrose synthase (SuSy); 3) cellulose synthase; 4) hexokinase (HK); 5) glucose-6-phosphate dehydrogenase (G6PDH); 6) phosphofructokinase (PFK); 7) Fructose 1,6-bisphosphatase (FBPase); 8) diphosphate-fructose-6-phosphate 1-phosphotransferase (PFP); 9) pyruvate kinase (PK); 10) pyruvate decarboxylase; 11) alcohol dehydrogenase (ADH); 12) lactate dehydrogenase (LDH); 13) pyruvate dehydrogenase subunit E2 (PDH-E2); 14) citrate synthase (CSY); 15) isocitrate dehydrogenase (IDH); 16) isocitrate lyase (ICL); 17) malate synthase (MSY); 18) malate dehydrogenase (MDH); 19) phosphoenolpyruvate carboxykinase (PEPCK); 20) triacylglycerol (TAG) lipase; 21) glycerol kinase; 22) glycerol-3-phosphate dehydrogenase (GPDHC1); 23) COMATOSE (CTS); 24) glutamate decarboxylase (GAD); 25) gamma-amino-N-butyrate transaminase (GABA-T). The 5 columns in each heatmap represent the germination time points (dry; 3-HAI; 6-HAI; 12-HAI; 24-HAI). Other abbreviations: G3P: glucose-3-phosphate; DHAP: dihydroxyacetone phosphate; PEP: phosphoenolpyruvate; SSA: succinic semialdehyde.

**Figure 3:**
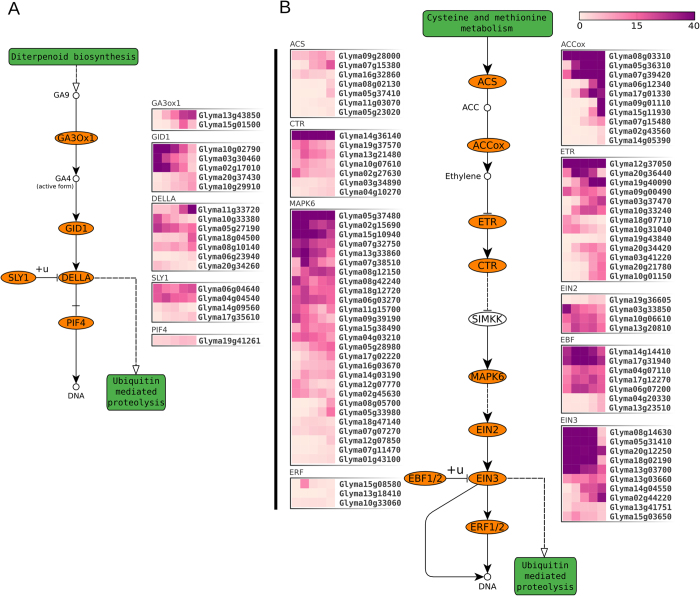
Last biosynthesis steps and core signalling pathways of the germination promoting hormones gibberellin **(A)** and ethylene **(B)**. Schemes were retrieved from KEGG (ko04075). Shapes and arrows follow the KEGG representation standards (http://www.genome.jp/kegg/document/help_pathway.html), except for colour codes. Ellipses represent gene/family. Green rectangles represent connected pathways. Heatmaps represent transcriptional levels (in FPKM) of expressed genes. The 5 columns in each heatmap represent the germination time points (dry; 3-HAI; 6-HAI; 12-HAI; 24-HAI).

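The genes of the lower part of the ethylene pathway changed in both directions between dry seeds and 24-HAI. Of the 10 EIN3 genes, 2 rose and 4 fell at least 2.4-fold, against 3 and 4 after median-ratio scaling, 2 and 5 after quantile normalization and 3 and 3 with each time point scaled to the same total. The highest EIN3 value was 258 FPKM, in Glyma05g31410 at 3-HAI, and this gene had 6.09 FPKM at 24-HAI. Glyma02g44220 reached 36.2 FPKM at 24-HAI from 2.16 FPKM in dry seeds. Of the 4 EIN2 genes, Glyma03g33850 fell from 36.8 to 8.86 FPKM and Glyma19g36605 rose from 0.316 to 3.41 FPKM. Among 27 MAPK6 genes, 9 rose and 4 fell at least 2.4-fold, against 10 and 2 after median-ratio scaling, 6 and 4 after quantile normalization and 12 and 1 with each time point scaled to the same total. The highest of them was Glyma05g37480, with 255 FPKM in dry seeds, values it shares with Glyma05g37470.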

**Table 1:** Alignment of RNA-Seq reads on the soybean genome.

Stage	Unmapped reads	Multiple matches	Uniquely mapped	Total mapped reads
Dry	21,888,018	85,630,708	157,064,044	242,694,752
3-HAI	16,427,943	71,875,156	182,185,569	254,060,725
6-HAI	19,798,969	87,809,774	211,697,839	299,507,613
12-HAI	17,874,585	76,704,465	200,731,192	277,435,657
24-HAI	24,183,233	97,381,607	275,170,244	372,551,851

^*^HAI, hours after imbibition.

How the deposited data were processed for this re-analysis (not part of the article)

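RNA of soybean embryonic axes was sequenced by the authors in 10 libraries, 2 biological replicates of 20 seeds for each of 5 time points (dry seeds and 3, 6, 12 and 24-HAI). The authors trimmed the reads (Trimmomatic 0.30), mapped them to version 1.1 of the G. max reference genome (TopHat 2.0.9 with Bowtie 2.1.0), and estimated the transcription of each gene as FPKM with Cufflinks 2.1.1. The deposited table holds 1 FPKM per gene and time point, made by the authors from both replicates, and how the replicates were combined is not stated. It holds no read counts, so the depth behind a value is unknown and no interval could be given. The mapped reads in the paper's Table 1 were quoted as the paper's and entered no calculation. Time points were taken from the column names, and 0 columns belonged to no mapped time point.

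The values were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, statistics were computed with these and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The design had foreseen a test on replicate values, and for a table with 1 value per time point a count by fold change without a test. That last case applied. A gene was counted as up- or down-regulated in an interval when the ratio of its FPKM was at least 2.4, the smallest change the paper gives for its calls, and the higher value was at least 1 FPKM. No value was added before taking these ratios, as in the design for that case. The list of choices written with the design named a pseudocount of 1 for these counts without tying it to a case, so the counts with it are given as an alternative that was set beforehand. The log2 changes given for single genes were computed after adding 1 FPKM to both values. A gene was counted as expressed at 1 FPKM or more at some time point, and as highly transcribed above 10 FPKM. Preferential expression was scored on log10(FPKM + 1) as 1 minus the Jensen-Shannon distance to a profile at 1 time point alone, with a minimum score of 0.7, after the description of the paper's methods and the defaults of cummeRbund, which was not itself run.

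The table gives 54801 entries for 54154 genes, because 647 genes have an entry on each strand. How to count these genes was settled only after the values had been seen. In all, 6 ways were compared on the number of expressed genes: every entry (33645), the sum of both (33381), the entry with the lower maximum (33073), the first entry (33204), the last entry (33227) and the entry with the higher maximum (33358). The entry with the higher maximum was adopted when it was already known that it gives 730 preferentially expressed genes at 24-HAI and 733 in total, the numbers the paper reports, so the match of these counts is not independent evidence. The other ways gave 731 such genes at 24-HAI for every entry, 729 for the sum, and 730 for each of the others.

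The genes named by rule are those whose identifiers the text or Fig. 3 gives (137 genes), and the 2 genes with the largest rise and the 2 with the largest fall between dry and 24-HAI among genes with at least 10 FPKM at the higher time point. Conditions on an adjusted p-value and on the direction of both replicates, part of that rule as it was written, could not be applied to unreplicated values. Outside the rule, Glyma16g31664, Glyma07g31690, Glyma07g06882 and Glyma11g33922 were named after their values were seen. Genes that share all values with a gene named by rule are given beside it in some places. Of the Glyma identifiers, 0 matched the RefSeq gene table used for names, so gene names are those the paper gives. Chromosomes and positions are those of the table, in the version of the genome named above.

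The calls and the score were tested on simulated data. Of 200 genes raised and 200 genes lowered 4-fold among 54154 genes, 100% were recovered, with 0 other calls. Of 200 profiles confined to 1 time point among 1000 genes, 100% were recovered with 0 others. This shows only that the limits were applied as described, since a 4-fold change passes the 2.4-fold limit and such a profile scores highest by construction, and it gives no error rate for the calls.

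Alternatives set before the data were examined and run on these values were pseudocounts of 1 and 0.1 for the counts by interval, a pseudocount of 0.1 for the score, no filter on low values, rescaling by the median ratio, quantile normalization, expression limits of 0.5 and 2 FPKM, the score on linear FPKM, and score limits of 0.6 and 0.8. Chosen after the values were seen were scaling each time point to the same total, fold limits of 2, 3 and 4, the other ways of counting genes with 2 entries, and 1 gene per set of identical values. Comparisons with random gene sets used 10000 draws with a fixed seed. Genes that the paper discusses only by family or in supplementary tables, gene ontology terms, transcription factor families and weights of the axes were not analysed here.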

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

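Settings described here as added were chosen after the values were seen, and the others had been set beforehand. No paired analysis was possible because each time point has a single value made from both replicates. For the same reason the fits with limma with and without its trend, the limits on the adjusted p-value, the fit with the replicate number as a block, the fits on only the time points compared, the runs leaving out 1 library and the counts over both or either replicate were not run. The depth behind the values is unknown, so no limit of detection was set for genes near 0 FPKM, and the cause was not tested for any of the changes listed here unless one is named.

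Without a filter on low values, the up-regulated genes numbered 10930, 6966, 7969 and 11748 in the 4 intervals in order of time, the down-regulated genes 2152, 2370, 3660 and 6163, and the preferentially expressed genes 3406 at 24-HAI and 1147 at the other time points. These counts rise because the genes under 1 FPKM enter them. With a pseudocount of 0.1 in the specificity score, 252 genes were preferentially expressed at 24-HAI and 1 at the other time points. The score on linear FPKM gave 1497 and 8, a minimum score of 0.6 gave 1363 and 8, and a minimum of 0.8 gave 325 and 1.

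Rescaling by the median ratio changed the down-regulated genes to 978 from dry to 3-HAI and 129 from 3-HAI to 6-HAI. Quantile normalization gave 1713 up- and 836 down-regulated genes from dry to 3-HAI, 1314 and 357 from 3-HAI to 6-HAI, and 4805 down-regulated genes from 12-HAI to 24-HAI. The added scaling to the same total gave 6086 and 140, 3307 and 96, and 4662 and 529 up- and down-regulated genes in the first 3 intervals.

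The share of up-regulated among all changed genes was 89.8%, 89.6%, 69.9% and 64.3% in the 4 intervals. It became 73.8% from dry to 3-HAI after median-ratio scaling, 67.2%, 78.6%, 55.4% and 49.9% after quantile normalization, and 89.8% from 6-HAI to 12-HAI with the scaling to the same total. Hence up-regulated genes outnumbered down-regulated ones under each of these scalings except in the last interval after quantile normalization.

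A pseudocount of 1, which the list of choices written beforehand names for these counts and the design for 1 value per time point does not, gave 1880, 734, 1027 and 3326 up-regulated and 233, 55, 655 and 1917 down-regulated genes. With the added fold limit of 2 the down-regulated genes were 1127, 893, 1910 and 4643. With the added limit of 3, the up-regulated genes were 2519 and 1268 in the first 2 intervals and the down-regulated genes 134, 72, 516 and 1927. With the added limit of 4, they were 1596, 697, 1154 and 3190 up-regulated and 36, 23, 188 and 1127 down-regulated genes. The changes with the fold limits follow from the limits themselves.

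Counts of expressed genes (29938 to 36227) and of listed genes changed between dry and 24-HAI (71 to 92, against 84) stayed within 1.5 times their values under every alternative run for them. The added settings that count genes with 2 entries in the other ways, or 1 gene per set of identical values, moved no count beyond that limit.

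The log2 changes between dry and 24-HAI were compared for the 141 genes named by rule. Of these, 132 kept their direction and their side of the 2.4-fold limit with a pseudocount of 0.1. After median-ratio scaling 135 did, after quantile normalization 117 and with the added scaling to the same total 100. The scaling to the same total raises every gene alike, by 0.79 before the pseudocount, which is why small falls turned into rises there. The genes that passed or left the limit without changing direction numbered 9, 4, 13 and 24 in that order.

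After median-ratio scaling the direction reversed for Glyma18g12720 (0.12) and Glyma17g31940 (0.12). After quantile normalization it reversed for Glyma20g31966 (-0.79), Glyma09g28000 (-0.29), Glyma13g21480 (-0.19), Glyma03g34890 (-0.32), Glyma18g12720 (0.15), Glyma18g47140 (-0.80), Glyma07g07270 (-0.67), Glyma01g43100 (-0.39), Glyma17g31940 (0.36), Glyma20g12250 (0.14) and Glyma13g41751 (-0.052). With the scaling to the same total it reversed for Glyma11g15750 (0.27), Glyma04g04540 (0.24), Glyma16g32860 (0.10), Glyma10g07610 (0.22), Glyma15g10940 (0.0091, values shared with Glyma15g10930), Glyma07g32750 (0.28), Glyma08g42240 (0.088), Glyma18g12720 (0.67), Glyma06g03270 (0.39), Glyma11g15700 (0.11), Glyma10g33060 (0.053), Glyma12g37050 (0.10), Glyma10g06610 (0.38), Glyma14g14410 (0.31), Glyma17g31940 (0.68), Glyma20g12250 (0.38) and Glyma15g03650 (0.19).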

Differences from the paper's values

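From dry to 3-HAI, 3844 genes were counted as up-regulated, against the paper's 730, and from 3-HAI to 6-HAI 2006 genes, against the paper's 674. The paper's counts are of genes that passed its test on replicates, and those given here rest on the fold change alone. A gap was taken as closed when the count lay within 1.5 times the paper's in either direction. From 12-HAI to 24-HAI the 5475 genes lay within that limit of the paper's 4394. Of the alternatives set before the data were examined, none closed the first gap, and only a pseudocount of 1, with 734 genes (1880 from dry to 3-HAI), closed the second. The others gave 3593 and 1845 genes with a pseudocount of 0.1, 10930 and 6966 without a filter on low values, 2758 and 2332 after median-ratio scaling, and 1713 and 1314 after quantile normalization. From 6-HAI to 12-HAI, 2513 genes were up-regulated, against the paper's 1307. The pseudocount of 1, with 1027 genes, and quantile normalization, with 1704 genes, closed this gap, and the pseudocount of 0.1 (2341), the lack of a filter (7969) and the median-ratio scaling (2926) did not. The pseudocount of 1 was named for these counts in the list of choices written beforehand, while the design written for 1 value per time point adds nothing and was the one followed.

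Fold limits other than 2.4 also came near the paper's counts, and all of them were chosen after seeing the values. A limit of 3-fold gave 1779 genes from 6-HAI to 12-HAI, and a limit of 4-fold gave 697 from 3-HAI to 6-HAI and 1154 from 6-HAI to 12-HAI. From dry to 3-HAI the gap closed at limits from 5.4-fold (1048 genes) to 10.4-fold (490 genes), with 729 genes at 7.2-fold. No single limit tried between 2-fold and 20-fold closed the gaps of all these intervals at once.

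The paper counts all the GID1 genes of Fig. 3 as highly expressed and gives no limit there. By the 10 FPKM it uses for high transcription of other genes, 3 of the 5 passed, while Glyma20g37430 and Glyma10g29910 had maxima of 8.51 and 9.33 FPKM. The paper places most of its ACO4 genes above 10 FPKM only after 6-HAI. Of the 10 ACC oxidase genes in Fig. 3, 8 exceeded 10 FPKM at some time point. Of these, 4 did so only after 6-HAI here, and Glyma17g01330 had already passed that level at 6-HAI with 23.0 FPKM. Fig. 3 does not separate ACO1 from ACO4, so the sets of genes differ and the counts cannot be set against each other.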

Other observations

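The tests of how genes with identical values lie on the chromosomes, of the FPKM total without the genes highest in dry seeds or at 24-HAI, and of counts per hour were chosen only after the result was seen.

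Exactly the same 5 FPKM values were listed for 2 or more genes in 2324 groups, 4962 genes in all. In 2085 groups (89.7%) the genes lie next to each other on 1 chromosome and on the same strand, which is consistent with neighbouring genes having been joined into 1 locus when FPKM was estimated. A further 215 groups lie on 1 chromosome with other genes between their members. The remaining 24 groups are spread over different chromosomes, and none of their values is above 0.0574 FPKM, so chance agreement of very low values may account for these. Reads shared between tandem paralogs were not tested and stay open, and no biological explanation was tested.

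The 647 genes with an entry on each strand had a median Pearson r of 0.79 between both entries over the 5 time points, taken as a description and not as a test. It was computed on log2 values after adding 0.01 FPKM. In 1000 random pairings of entries the median was 0.13 on average and at most 0.27. The lower entry had a median of 10.2% of the higher. The opposite-strand values may therefore come from reads of the same transcript placed on both strands. Antisense transcription that follows its gene would give the same values and was not tested.

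The sum of all FPKM fell from 1032950 in dry seeds to 838321 at 3-HAI, 692415 at 6-HAI and 544019 at 12-HAI, and was 596044 at 24-HAI. The total in dry seeds was 1.73 times that at 24-HAI. The 100 highest genes of each time point held 30.2% of the total in dry seeds and 12.4% at 24-HAI. Glyma11g33922, named after its values were seen, spans 114 bp and had 40176 FPKM in dry seeds, 3.89% of the total. Very short genes are not the whole cause, since the ratio was 1.66 without the 839 shortest genes. The genes highest in dry seeds are not the whole cause either, since without the 100 highest the ratio was 1.24. As these were picked at the time point with the higher total, their removal favours a smaller ratio, and without the 189 genes among the 100 highest in dry seeds or at 24-HAI it was 1.37. Genes that fell at least 2.4-fold had a median span of 3501.5 bp, and those that rose 3660.0 bp. The mean span weighted by FPKM was 3312 bp in dry seeds, 3664 bp at 3-HAI and 3694 bp at 6-HAI. It was 4090 bp at 12-HAI and 3889 bp at 24-HAI, so it was longer the lower the total. FPKM are divided by transcript length and by mapped reads, so such an order follows largely from arithmetic and is no separate evidence for a cause. The spans are also those on the genome and not transcript lengths, so whether shorter transcripts were lost more cannot be told apart from other causes. As FPKM are scaled to the number of mapped reads, a difference in depth should not move the total by itself. An effect of depth left after that scaling stays open, but the total did not always move against the depth given in the paper's Table 1. From 6-HAI to 12-HAI the mapped reads fell from 299507613 to 277435657, and the total fell too. From 12-HAI to 24-HAI the mapped reads rose to 372551851, and the total rose too. From dry seeds to 3-HAI and on to 6-HAI the mapped reads rose while the total fell. A change of the transcripts with time, which the design names, stays open as a cause of the part of the fall outside these genes.

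With 24-HAI left out of the specificity score, 210 of the 213 preferentially expressed genes fell at 12-HAI, the last remaining time point. With dry seeds, 3-HAI and 6-HAI alone, 78 of 84 fell at 6-HAI, and with dry seeds left out, 795 of 797 fell at 24-HAI. The concentration at 24-HAI may thus partly reflect that it is the last time point sampled. Genes that are switched on step by step during germination would give the same values, and this biological reading was not tested apart.

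Divided by the hours of each interval, the up-regulated genes numbered 1281 per hour from dry to 3-HAI, 669 from 3-HAI to 6-HAI, 419 from 6-HAI to 12-HAI and 456 from 12-HAI to 24-HAI. With the values as deposited, the rate of the last interval lies above that of the third and below those of the first 2. This order depended on the setting. With a pseudocount of 1, 734 genes in the second interval and 3326 in the last put the last rate above the second. With each time point scaled to the same total, 4662 genes in the third and 5755 in the last put it below the third. A count of genes past a fold limit need not grow evenly with time, and the 6 hours to 12-HAI gave fewer genes (2513) than the 3 hours from dry to 3-HAI (3844). Whether the larger count of the last interval comes from its length thus cannot be told apart from a change in transcription at that time.

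Of the genes up-regulated from dry to 3-HAI, 887 (23.1%) were at least 2.4-fold lower at 24-HAI than at 3-HAI, and among all expressed genes 23.8% were. Such a fall was counted only from at least 1 FPKM at 3-HAI. All genes up-regulated to 3-HAI met this, but only 26158 of the 33358 expressed genes did, so these shares are not a like comparison. Among the 1155 up-regulated genes that reached 10 FPKM at 3-HAI, 443 (38.4%) were lower by that much, and no genes of the same level were set beside them.

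Of the 730 genes preferentially expressed at 24-HAI, 103 lie beside another gene of the set, and 10000 random sets of as many expressed genes had a median of 34 and at most 71. Loci joined from neighbours are not the whole cause, since with 1 gene kept per set of identical values 97 genes still lay beside another, and random sets had at most 68. Shared reads between tandem paralogs and joint regulation of neighbouring genes both stay open as untested.

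In 9 of the 13 hormone pathway families of Fig. 3 some genes rose and others fell at least 2.4-fold from dry seeds to 24-HAI, and in 7 with each time point scaled to the same total. Random sets of expressed genes with the same sizes and levels held a median of 9 such families, 95% of the sets lying between 6 and 12, and 65.9% held as many or more. By this measure the divergence within these families is consistent with that among unrelated genes of the same level (65.9%). The test does not look at single families or pairs of paralogs.

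Of the 137 genes the text or Fig. 3 identifies, 57 rose and 27 fell at least 2.4-fold between dry seeds and 24-HAI, against 61 and 25 after median-ratio scaling, 51 and 31 after quantile normalization and 74 and 18 with each time point scaled to the same total. Beyond these, the largest rises among genes with at least 10 FPKM were in Glyma03g04131, listed at 0 in dry seeds and at 3-HAI, with 4112 FPKM at 6-HAI and 9799 FPKM at 24-HAI, and in Glyma17g02260, from 0.602 to 1970.2 FPKM. An exact 0 in such a table can be a failed estimate. The largest falls were in Glyma01g29480, from 4543 to 9.52 FPKM, and in Glyma08g08441, from 1423 to 3.21 FPKM.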
